A study of Mus musculus with 11 samples. Its data were reported in "Genomics based analysis of interactions between developing B-lymphocytes and stromal cells reveal complex interactions and two-way communication" (2010).

How the data were processed

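RNA from 5 sorted cell populations of mice aged 10 to 15 weeks was measured on 11 Affymetrix mouse whole-genome expression arrays, 1 array per sample. Per the labels, cells were sorted straight into lysis buffer, total RNA was extracted with a micro-scale column kit, and biotinylated cRNA was made by a small-sample protocol with repeated rounds of in vitro transcription. Such amplification enriches the ends of transcripts near the poly(A) tail. The deposited table holds the authors' RMA intensity values on a linear scale, that is, background-corrected, quantile-normalized and summarised per probe set. The submitters' processing notes name RMA without a version, and which other arrays were normalized together with these 11 is not given in the sources used here. The log2 of each deposited intensity was taken with no pseudocount and no further normalization.

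The table has 45101 probe sets, of which 64 were controls. In the probe table used here, 34945 probe sets had 1 gene symbol, 932 had several and 9160 had none; the last 2 kinds and the controls were left out of the tests by gene. By Entrez identifier, 34741 of the probe sets with 1 symbol were found in the RefSeq gene table, and 0 symbols were changed by that match. For each of the 18193 genes the probe set with the highest mean over the 11 arrays was used; 9010 genes had more than 1 probe set. Some genes of the sort gates and lists, such as Cd19 and Ly6a, are not named in the probe table used here and were not analysed here. Of 336 list entries, 304 were measured.

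Groups came from the sample titles alone. Where the name and the sort gate in a title differed, the gate was used. This placed 1 array named hCD25- but gated as hCD25+ in the hCD25+ group, and 2 arrays named pro-B but gated as CD43- and IgM- in the pre-B group. The description field of all arrays speaks of a stem cell gate that no title has, and it was not used. The numbers after the titles gave the replicate numbers. No 2 arrays were near-identical, and all 11 were kept.

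A group-means model was fitted to all 11 arrays with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes without trend or robust settings), so that all 5 comparisons shared 1 estimate of the spread. The residual degrees of freedom were 6 and the prior degrees of freedom 5.59. A gene was called when its two-sided Benjamini-Hochberg adjusted p was under 0.05. Adjusted p-values in the text are limma's unless stated otherwise. Values per group are means of log2 intensity with the SD over arrays, and each change is given with the standard error (SE) of the fit. The 21 gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted over the 21 lists, and again with the correlation estimated for each list. The share of genes adjusted over the list alone used only the p-values of that list.

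The design, the lists and the alternatives were fixed before the data were examined. The rule for named genes was fixed in the same way: per comparison the 10 highest and 10 lowest changes among called genes whose arrays did not overlap, up to 4 called members of each list with the largest changes (or 2 as values where none was called), and the genes of the sort gates. The text names a part of these and gives the levels of receptor genes that the study lists. Other genes are named only as members of marker lists written for a test, or where the text says that they were chosen after their values were seen.

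The steps were tested on simulated data made from the spread of the real arrays for hCD25+ against hCD25- CLP, with 18193 genes. Of 100 genes changed by 1 on the log2 scale 12 were called (12%), of 100 changed by 2 there were 92 (92%), and of 17993 unchanged genes 5 were called (0.0278%). Only 200 genes were changed there, so the adjusted threshold was stricter than in the real comparison, where 3608 genes were called. Every group was also given the same spread, although that of hCD25+ CLP was the largest. These shares therefore do not give the power or the false calls of the real comparison. For the fold changes that share the hCD25- arrays, 100 simulated sets of unchanged hCD25+ arrays gave the values that shared controls produce by themselves.

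The alternatives were a fit with the arrays of the compared groups only, a replicate block, quantile normalization after deposit, centring of each array on its median, leaving out genes under an intensity of 100 in every group, every probe set on its own, the mean of all probe sets of a gene, eBayes with trend and robust settings, array weights, a fold of at least 2, an unadjusted p under 0.01 (the threshold of the study's methods), a camera run with estimated correlation, leaving out each array in turn, and counting the array with both hCD25 signs as hCD25-. A fit without either hCD25+ array was chosen after seeing the data. Figures were drawn with matplotlib 3.10.9. For arrays such as these, the number of arrays per group limits the precision.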

Results

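Gene expression was measured in common lymphoid progenitors (CLP) of mouse bone marrow, in later B-lineage cells of the marrow and in B cells of the spleen. The CLP were lineage-negative cells without B220 and CD19, with IL7 receptor and Flt3 and with low Sca1 and Kit, and they were parted by human CD25 (hCD25) into an hCD25- group of 3 arrays and an hCD25+ group of 2. The labels do not name the gene that drives hCD25, so a transcript linked to it would be no independent finding. Igll1, which had the highest rise among the called genes between the CLP groups, could be such a transcript, and the labels do not settle it. Pro-B cells (CD19+, AA4.1+, low CD43), pre-B cells (CD19+, B220+, without CD43 and IgM) and mature B cells of the spleen (CD19+, IgM+) had 2 arrays each. The labels do not say that replicates came from separate animals, so the p-values measure only the spread between these arrays, which may be technical.

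The median intensity of the arrays lay between 14.8 and 18. Between 5199 and 5829 genes reached an intensity of 100 on the arrays of the other groups, while 3896 did so on hCD25+ array 1 and 4172 on hCD25+ array 2. The hCD25+ arrays also stood apart in their spread, with a correlation of 0.902 to each other across genes, against at least 0.975 for every other pair within a group. The median SD within a group was 0.38 on the log2 scale for hCD25+ CLP and between 0.14 and 0.22 for the other groups. The title of hCD25+ array 1 carries both hCD25 signs, and it was grouped by its gate. The first principal component, with 42.6% of the variance, placed the CLP arrays at one end and the pre-B and mature B arrays at the other.

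**Figure D1:**
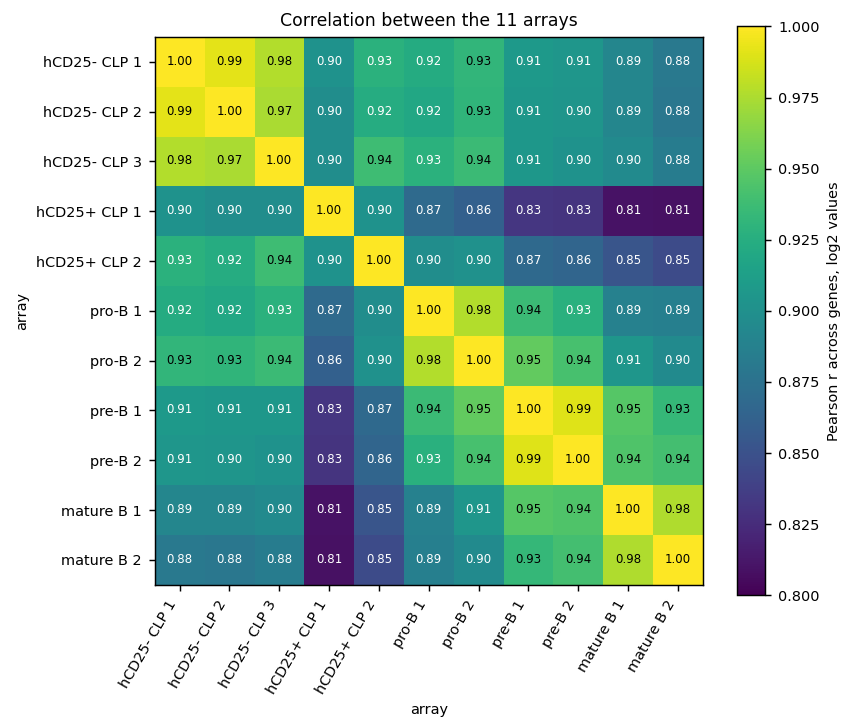
Pearson correlation across genes of the log2 RMA intensities for every pair of the 11 arrays, with arrays on both axes and r as colour and number. The pair of hCD25+ CLP arrays reached 0.902, and the other pairs within a group reached at least 0.975.

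The comparison of hCD25+ with hCD25- CLP was the main aim of the series, which asked what transcripts set apart CLP subsets of different function. Genes of pre-BCR and BCR signalling were higher in hCD25+ CLP as a list and genes of multipotent and of lymphoid progenitors were lower at the preset correlation of camera, and with an estimated correlation none of these calls stayed (adjusted p = 0.199, 0.322 and 0.199). Igll1, which encodes a surrogate light chain component of the pre-B cell receptor, had a mean log2 intensity of 10.93 ± 0.4 (SD, n = 2) in hCD25+ CLP and 5.32 ± 0.31 (SD, n = 3) in hCD25- CLP. The chemokine receptor gene Ccr9 fell by 4.11 (SE 0.23, adjusted p = 1.53e-05) and Cd34, a marker of early progenitors, fell by 4.01 (SE 0.71, adjusted p = 0.00438). The hCD25+ arrays differed widely for Cd34, with log2 values of 4.02 and 7.51 against at least 9.63 on the hCD25- arrays. With hCD25+ array 1 counted as hCD25-, the call of each of the 74 called genes named by the rule ended, and 369 genes were called, 111 of them among those called here in the same direction.

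Of 12 measured genes for pre-BCR and BCR signalling, 5 were higher, 1 was lower and 6 did not pass the test, also when adjusted over the list alone. Camera called the list higher (adjusted p = 0.00989, and adjusted p = 0.199 with an estimated correlation). Igll1 rose by 5.61 (SE 0.36, adjusted p = 2.8e-05) and Vpreb1, the other surrogate light chain gene, by 3.35 (SE 0.45, adjusted p = 0.00125). Cd79a and Cd79b, the signalling chains of the B cell receptor, rose by 2.32 (SE 0.3) and 2.17 (SE 0.42). Among 15 B-lineage transcription factors 4 were higher and 1 was lower, with 5 and 1 adjusted over the list alone, and camera did not call the list (adjusted p = 0.0957). Pou2af1, a coactivator of immunoglobulin promoters, rose by 4.52 (SE 0.55, adjusted p = 0.00101), and Lef1 rose by 1.22 (SE 0.27, adjusted p = 0.0116). Ebf1, an early B-lineage factor, rose by 2.31 (SE 0.54, adjusted p = 0.0149), a call that ended without hCD25+ array 1 (adjusted p = 0.0541). Pax5, the B-lineage commitment factor, rose by 1.42 (SE 0.35, adjusted p = 0.0187), but not without hCD25- array 1 (adjusted p = 0.0607), hCD25- array 2 (adjusted p = 0.0679) or hCD25+ array 2 (adjusted p = 0.0755). Among genes of the sort gate, Kit fell by 1.87 (SE 0.22, adjusted p = 0.000857) and Ptprc, the gene of CD45 and B220, fell by 1.36 (SE 0.3, adjusted p = 0.0111), while Il7r changed by -0.6 (SE 0.41, adjusted p = 0.311) and did not pass the test. Flt3, also in the gate, fell by 0.92 (SE 0.29, adjusted p = 0.0465), a call that ended without each of 10 single arrays, with adjusted p from 0.0528 without a pro-B array to 0.278 without hCD25+ array 1.

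The stem and multipotent progenitor list had 8 lower genes, 1 higher gene and 7 that did not pass among 16, with 9 lower and 1 higher adjusted over the list alone (camera adjusted p = 0.00989, and adjusted p = 0.322 with an estimated correlation). Besides Cd34 and Kit, the stem cell factor receptor gene, the transcription cofactor gene Lmo2 fell by 1.94 (SE 0.29, adjusted p = 0.002). Among 13 lymphoid progenitor genes 6 were lower and 0 higher, with 6 and 1 adjusted over the list alone (camera adjusted p = 0.0138, and adjusted p = 0.199 with an estimated correlation), a call that ended with dim genes left out (adjusted p = 0.606). Cd27, a costimulatory receptor gene, fell by 2.65 (SE 0.54, adjusted p = 0.00835). Mycn, a growth-promoting transcription factor gene, fell by 4.15 (SE 0.27, adjusted p = 2.8e-05) and Slc35d3, a sugar nucleotide transporter family gene, fell by 5.1 (SE 0.4, adjusted p = 0.00016). The prostaglandin E receptor genes Ptger3 and Ptger2 fell by 3.54 (SE 0.36) and 3.29 (SE 0.43). The survival gene Bcl2 fell by 2.15 (SE 0.24, adjusted p = 0.000692) and was 1 of 3 lower genes among 11 apoptosis regulators, a list that camera did not call (adjusted p = 0.315).

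Of 12 interferon response genes 5 were lower and 0 higher, with 6 lower adjusted over the list alone (camera adjusted p = 0.0138, and adjusted p = 0.339 with an estimated correlation), and the call ended with dim genes left out (adjusted p = 0.694). Oasl2, an antiviral synthetase-like gene, fell by 3.21 (SE 0.28, adjusted p = 0.00023). The cell cycle list had 4 lower genes of 27, and 2 adjusted over the list alone, among them the mitotic kinase gene Aurkb, which fell by 1.66 (SE 0.34, adjusted p = 0.00778). Its camera call (adjusted p = 0.0295, and adjusted p = 0.537 with an estimated correlation) ended without hCD25- array 1 (adjusted p = 0.077), hCD25- array 2 (adjusted p = 0.0757) or hCD25+ array 2 (adjusted p = 0.144) and under quantile normalization (adjusted p = 0.445), and its direction turned when dim genes were left out (adjusted p = 0.585). These lower groups stand beside the lower number of bright genes on the hCD25+ arrays, where 3896 and 4172 genes reached an intensity of 100.

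Some neutrophil genes were higher on both hCD25+ arrays and others were not. Ngp, a granule protein gene, rose by 5.29 (SE 0.45, adjusted p = 0.00023), S100a8 and S100a9, which encode the subunits of calprotectin, by 4.91 (SE 0.64) and 4.3 (SE 0.61), and Camp, an antimicrobial peptide gene, by 3.37 (SE 0.52). Of further neutrophil genes, Mmp9 rose by 1.3 (SE 0.41), Cd177 by 1.28 (SE 0.32), Ifitm6 by 1.18 (SE 0.22), Lrg1 by 0.99 (SE 0.24) and Mcemp1 by 0.87 (SE 0.23). All 5 rises lie under 1.32, the 99th percentile of the changes of genes as dim as the granule genes, where the 95th is 0.98. In the other direction, Ltb4r1 fell by 1.65 (adjusted p = 0.00521). Others did not pass the test, among them Lcn2 (0.91, SE 0.36, adjusted p = 0.0937), Mmp8 (-0.17, SE 0.26, adjusted p = 0.663), Hp (0.64, SE 0.3, adjusted p = 0.148), Pglyrp1 (0.52, SE 0.23, adjusted p = 0.128), Cebpd (-0.67, adjusted p = 0.224) and Lyz2 (0.16, adjusted p = 0.836). The myeloid list as a whole had 6 higher genes, 1 lower gene and 12 that did not pass of 19, with 7 and 2 adjusted over the list alone. Its camera call (adjusted p = 0.0212, and adjusted p = 0.537 with an estimated correlation) ended without hCD25+ array 2 (adjusted p = 0.238). The stroma and endothelium list had 2 higher genes of 13 and 0 lower, the same adjusted over the list alone (camera adjusted p = 0.0295, and adjusted p = 0.322 with an estimated correlation), a call that ended without hCD25- array 2 (adjusted p = 0.0588) or hCD25+ array 2 (adjusted p = 0.0659). Its higher genes were Vcam1, an adhesion molecule that macrophages carry as well, which rose by 1.26 (SE 0.31, adjusted p = 0.0174, not without hCD25- array 2, adjusted p = 0.0576, or hCD25+ array 1, adjusted p = 0.0859), and Col3a1, a collagen gene, which rose by 1.19 (SE 0.27, adjusted p = 0.0121, not without hCD25- array 2, adjusted p = 0.0507). Some erythroid transcripts were higher on hCD25+ array 2 than on array 1, with log2 values of 7.88 and 4.31 for Klf1 and 6.87 and 3.64 for Slc4a1, while Ermap reached 7.68 and 6.88 and Hba-a1 was lower on array 2, with 3.39 and 4.66.

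Other fixed lists were not called. The receptor-ligand genes that the study chose, partly on these arrays and so without independent evidence of their direction, had 3 higher and 6 lower genes of 22, or 3 and 8 adjusted over the list alone (camera adjusted p = 0.398). The lists for BMP, activin and TGF-beta signalling (0 higher, 7 lower of 21, and 9 lower adjusted over the list alone, camera adjusted p = 0.0793) and for chemokine receptors and adhesion (0 higher, 5 lower of 18, and 6 lower adjusted over the list alone, camera adjusted p = 0.255) held calls in 1 direction only. The median and the mean differed in sign for V(D)J recombination (-0.25 and 0.02), NK and innate lymphoid (0.11 and -0.3) and dendritic genes (0.35 and -0.11), with camera adjusted p-values of 0.968, 0.793 and 0.766. Further camera adjusted p-values were 0.315 for mature B and antigen presentation, 0.968 for immunoglobulin and plasma cell, 0.0793 for erythroid and megakaryocyte, 0.31 for T lineage, 0.0636 for immediate-early and stress and 0.0793 for sex-linked genes. Of the 4 sex-linked genes 2 were lower, both Y-linked: Eif2s3y fell by 2.04 (SE 0.47, adjusted p = 0.0138) and Uty by 0.97 (SE 0.3, adjusted p = 0.0424). A difference in donor sex between the CLP groups was not tested. Rag1 was the only called gene of V(D)J recombination, and its rise of 1.74 (SE 0.53, adjusted p = 0.0395) ended without any of 9 single arrays, for example without hCD25+ array 2 (adjusted p = 0.137).

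In total 3608 of 18193 genes were called between hCD25+ and hCD25- CLP, 1029 higher and 2579 lower, and 2656 of them changed at least 2-fold. Arrays of the groups did not overlap for 3598 of the called genes and for 46.6% of all genes, where chance gives 20%. Most of the higher genes stayed dim, with 89 of 1029 reaching an intensity of 100, whereas 1709 of the 2579 lower genes started from at least 100. Quantile normalization gave 914 higher and 991 lower genes, median centring, which moved the median change of all genes to -0.21, gave 13.1% of calls higher, and leaving out dim genes gave 121 higher and 2162 lower. The count fell to 1572 without hCD25- array 1 and to 1497 without hCD25- array 2, to 1065 in a fit of these groups alone, where 30 of the 74 named calls ended, among them Ptprc (adjusted p = 0.0679), Cd27 (adjusted p = 0.0613) and Ebf1 (adjusted p = 0.06), and quantile normalization ended the camera calls of the stem (adjusted p = 0.0576), lymphoid progenitor (adjusted p = 0.08), interferon (adjusted p = 0.0704), cell cycle (adjusted p = 0.445) and stroma lists (adjusted p = 0.256).

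**Figure D2:**
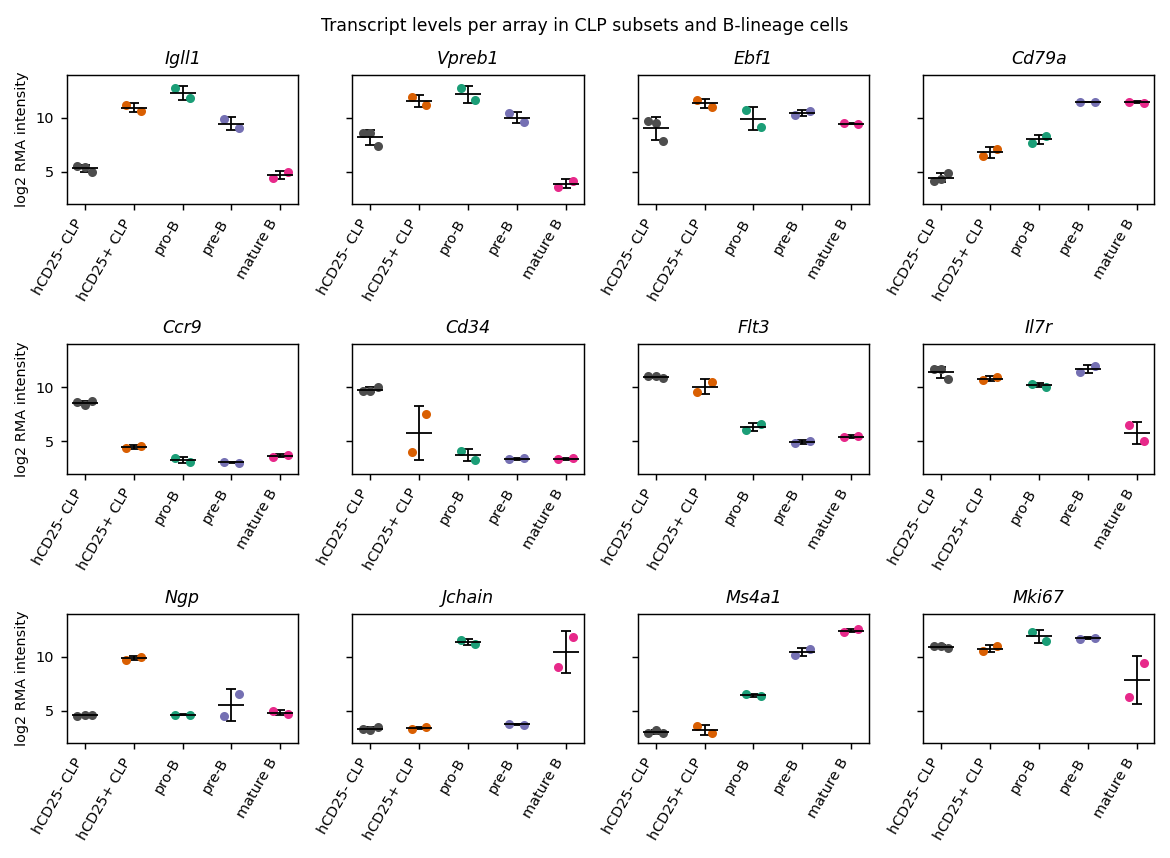
Log2 RMA intensity of 12 genes on each array (points) by cell population, with the mean (horizontal bar) and SD (error bar) of each group of 2 or 3 arrays. Igll1 lay near 5.32 in hCD25- CLP and 10.93 in hCD25+ CLP, Jchain was high in pro-B and mature B cells only among these groups, and Ms4a1 was higher at each stage from pro-B to mature B.

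Pro-B cells served in the series as a reference for B-lineage transcripts, and the comparison with hCD25+ CLP asked how these groups differ. Cell cycle genes were higher in pro-B cells as a list and stem progenitor and myeloid genes were lower at the preset correlation of camera, and with an estimated correlation none of these calls stayed (adjusted p = 0.213, 0.157 and 0.213). Single immunoglobulin genes were higher. Jchain, which encodes the joining chain of polymeric antibodies, rose by 7.95 (SE 0.63, adjusted p = 5.37e-05) to a mean log2 intensity of 11.34 ± 0.27 (SD, n = 2). Igha, the constant region gene of IgA, rose by 7.53 (SE 0.45, adjusted p = 1.15e-05), Igkv8-30, a kappa variable gene, by 6.31 (SE 0.27) and Ighg3, the IgG3 constant region gene, by 5.07 (SE 0.28). The list of immunoglobulin and plasma cell genes had 3 higher and 0 lower of 6, with 3 and 1 adjusted over the list alone, and was not called (camera adjusted p = 0.0713).

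Of 27 cell cycle genes 17 were higher and 0 lower, with 18 higher adjusted over the list alone (camera adjusted p = 2.96e-09, and adjusted p = 0.213 with an estimated correlation). The mitotic kinase genes Plk1, Aurkb and Aurka rose by 4 (SE 0.27), 3.81 (SE 0.37) and 3.77 (SE 0.34), and outside the list Kif20a, a kinesin of cell division, rose by 4.62 (SE 0.33). The pre-BCR and BCR list had 5 higher genes of 12 and 0 lower, the same adjusted over the list alone. Its camera call (adjusted p = 0.0113, and adjusted p = 0.157 with an estimated correlation) ended without hCD25+ array 2 (adjusted p = 0.0744), under quantile normalization (adjusted p = 0.0977) and with dim genes left out (adjusted p = 0.337). Cd22, an inhibitory receptor of B cells, rose by 4.02 (SE 0.41, adjusted p = 0.000131) and Vpreb3 by 2.07 (SE 0.36, adjusted p = 0.00242). Igll1 rose by 1.37 (SE 0.4, adjusted p = 0.0313), but not without hCD25+ array 2 (adjusted p = 0.0935) or pro-B array 1 (adjusted p = 0.221). Among 15 B-lineage transcription factors 4 were higher and 0 lower, with 5 and 1 adjusted over the list alone (camera adjusted p = 0.3). Ikzf3 (Aiolos) rose by 3.05 (SE 0.33) and Lef1 by 2.28 (SE 0.3). Probe sets of Ebf1 disagreed here, with -1.41 for the one used and 1.04 for another, and those of the survival gene Mcl1 with -1.12 and 1.52.

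Of 16 stem and multipotent progenitor genes 8 were lower and 0 higher, with 10 lower adjusted over the list alone (camera adjusted p = 1.12e-05, and adjusted p = 0.157 with an estimated correlation). Flt3, the receptor of the gate, fell by 3.72 (SE 0.32, adjusted p = 7.22e-05), and Meis1 and Hoxa9, homeobox genes of early progenitors, fell by 3.35 (SE 0.37) and 2.79 (SE 0.39). The lymphoid progenitor list had 4 lower genes of 13 and 0 higher, with 7 lower adjusted over the list alone (camera adjusted p = 0.00131, and adjusted p = 0.157 with an estimated correlation). Notch1 fell by 2.27 (SE 0.25) and Satb1, a chromatin organizer gene, fell by 2.25 (SE 0.38). Rag1, the recombinase gene, fell by 3.26 (SE 0.58, adjusted p = 0.00286). Of 19 myeloid genes 11 were lower and 0 higher, also adjusted over the list alone (camera adjusted p = 4.22e-07, and adjusted p = 0.213 with an estimated correlation). Mpo, the myeloperoxidase gene, fell by 5.06 (SE 0.52), S100a8 fell by 5.48 (SE 0.7) and Ngp fell by 5.23 (SE 0.49). The NK and innate lymphoid list had 3 lower genes of 19 and 0 higher, the same adjusted over the list alone, with a camera call (adjusted p = 0.00591, and adjusted p = 0.203 with an estimated correlation) that ended without hCD25+ array 2 (adjusted p = 0.0901) and under quantile normalization (adjusted p = 0.0579). Of 16 immediate-early and stress genes 4 were lower and 0 higher, with 9 lower adjusted over the list alone (camera adjusted p = 0.00854, and adjusted p = 0.386 with an estimated correlation). Fos, 1 of them, fell by 1.91 (SE 0.4, adjusted p = 0.00694), but not without pro-B array 2 (adjusted p = 0.0658). Eif2s3y, a gene of the Y chromosome, had log2 values of 4.66 and 6.87 on the hCD25+ arrays and 2.65 and 2.81 on the pro-B arrays. Donor sex may therefore differ between these groups as well, and it cannot be told apart from stage.

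The remaining 14 lists were not called between pro-B cells and hCD25+ CLP. Besides those given above, the camera adjusted p-values were 0.865 for V(D)J recombination (2 higher and 2 lower), 0.3 for mature B and antigen presentation (3 and 2), 0.0501 for erythroid and megakaryocyte (0 and 2), 0.44 for T lineage (1 and 1), 0.0713 for dendritic (0 and 2), 0.118 for stroma and endothelium (0 and 2) and 0.393 for apoptosis genes (1 and 3). They were 0.474 for interferon response (1 and 0), 0.393 for chemokine receptors and adhesion (2 and 3), 0.309 for the receptor-ligand genes of the study (2 and 4) and 0.167 for sex-linked genes (0 and 2). For BMP, activin and TGF-beta signalling (2 and 2, camera adjusted p = 0.952) the median of -0.12 and the mean of 0.14 differed in sign. In total 3608 genes were called, 2451 higher and 1157 lower in pro-B cells, and the arrays did not overlap for 54.2% of all genes, where chance gives 33.3%. Quantile normalization made 51.3% of calls higher in place of 67.9%, median centring made 84.4% higher and moved the median change of all genes to 0.15, and leaving out dim genes made 83.9% higher. The count was 5561 without hCD25+ array 2, 1696 without pro-B array 1, 2078 without pro-B array 2, 719 in a fit of these groups alone and 1191 with hCD25+ array 1 counted as hCD25-. Of the 83 called genes named by the rule, 40 lost the call in the fit of these groups alone, among them Igll1 (adjusted p = 0.135) and Eif2s3y (adjusted p = 0.0585). With the array counted as hCD25-, 44 lost it, among them Ngp (adjusted p = 0.11), S100a8 (adjusted p = 0.13), Vpreb3 (adjusted p = 0.149), Satb1 (adjusted p = 0.0795), Fos (adjusted p = 0.0884) and Igll1 (adjusted p = 0.697).

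Pre-B cells were compared with pro-B cells, the stage before them, to follow the loss of CD43. Genes of mature B cells, of pre-BCR and BCR signalling and of the immediate-early response were higher in pre-B cells as lists, the last not with an estimated correlation (adjusted p = 0.186). Igll1, which encodes a part of the pre-B cell receptor itself, was lower, as were Jchain and Igha. Cd2, an adhesion receptor gene, rose by 5.96 (SE 0.38, adjusted p = 8.35e-06) and Il2ra, the mouse CD25 gene and a known pre-B marker, rose by 5.28 (SE 0.26, adjusted p = 2.62e-06) to a mean log2 intensity of 8.13 ± 0.01 (SD, n = 2). Jchain fell by 7.61 (SE 0.63, adjusted p = 3.27e-05) and Igha fell by 6.73 (SE 0.45, adjusted p = 1.08e-05).

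All 19 measured genes for mature B cells and antigen presentation were higher, also adjusted over the list alone (camera adjusted p = 1.11e-30, and adjusted p = 0.00109 with an estimated correlation). Klf2, a regulator of lymphocyte traffic, rose by 5.9 (SE 0.47), Fcmr, the IgM Fc receptor gene, by 5.54 (SE 0.35), and the MHC class II genes H2-Aa and H2-Eb1 by 4.37 (SE 0.58) and 4.16 (SE 0.36). Of 12 pre-BCR and BCR genes 7 were higher and 2 lower, with 10 and 2 adjusted over the list alone (camera adjusted p = 1.62e-05, and adjusted p = 0.0263 with an estimated correlation). Cd79a rose by 3.46 (SE 0.33, adjusted p = 6.93e-05) and the kinase gene Syk by 3.28 (SE 0.27, adjusted p = 3.27e-05), whereas Igll1 fell by 2.85 (SE 0.4, adjusted p = 0.000929). Of 15 B-lineage transcription factors 7 were higher and 1 lower, with 8 and 2 adjusted over the list alone (camera adjusted p = 0.00248, and adjusted p = 0.414 with an estimated correlation), a call that ended with dim genes left out (adjusted p = 0.105). Ikzf3 rose by 1.95 (SE 0.33, adjusted p = 0.00322). Of 16 immediate-early and stress genes 11 were higher and 0 lower, also adjusted over the list alone (camera adjusted p = 1.36e-10, and adjusted p = 0.186 with an estimated correlation). Btg2, Fosb and Zfp36, transcripts that cells make quickly after a stimulus, rose by 4.32 (SE 0.41), 3.04 (SE 0.42) and 2.92 (SE 0.41).

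Genes of V(D)J recombination went both ways, with 4 higher and 2 lower of 12, or 5 and 3 adjusted over the list alone, and camera did not call the list (adjusted p = 0.235). Polm, a polymerase of end joining, rose by 4.78 (SE 0.41, adjusted p = 3.66e-05) and Dntt, which adds untemplated bases to joined segments, fell by 3.77 (SE 0.41, adjusted p = 0.000188). Rag1 rose by 3.2 (SE 0.58, adjusted p = 0.00457), but not without pro-B array 1 (adjusted p = 0.0602). The lymphoid progenitor list had 4 higher genes and 1 lower of 13, with 6 and 1 adjusted over the list alone (camera adjusted p = 0.0486, and adjusted p = 0.212 with an estimated correlation). That call ended without either hCD25+ array (adjusted p = 0.104), without pro-B array 2 (adjusted p = 0.101) and without pre-B array 1 (adjusted p = 0.0585), and also in a fit of these groups alone (0.0761), with quantile normalization (0.0671), median centring (0.0565), array weights (0.0654), dim genes left out (0.505) and the mean of probe sets (0.24). The higher members Ly6d and Tsc22d3, known as a marker of B-biased progenitors and as a glucocorticoid-induced gene, rose by 4.4 (SE 0.31) and 2.93 (SE 0.48). Of 16 stem and multipotent progenitor genes 5 were lower and 0 higher, also adjusted over the list alone, and the camera call (adjusted p = 0.0214, and adjusted p = 0.349 with an estimated correlation) ended without pro-B array 2 (adjusted p = 0.101) and in a fit of these groups alone (adjusted p = 0.0576). Hoxa9 fell by 3.91 (SE 0.39), Erg, an ETS factor gene, fell by 3.31 (SE 0.4) and Kit fell by 1.93 (SE 0.24). Spn, the gene of CD43 in the gate, fell by 1.79 (SE 0.32, adjusted p = 0.00406), but not without pro-B array 1 (adjusted p = 0.0512) or pre-B array 2 (adjusted p = 0.0603). Ighm did not pass the test (1.41, SE 0.43, adjusted p = 0.0638), and another of its probe sets gave -5.77.

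The median and the mean differed in sign for the immunoglobulin and plasma cell list (0.62 and -0.6), and camera did not call it (adjusted p = 0.638). The cell cycle list had 1 lower gene of 27 (camera adjusted p = 0.18). Other lists without a call were apoptosis (2 higher and 1 lower, camera adjusted p = 0.0952), chemokine receptors and adhesion (2 and 0, 0.0952), interferon response (3 and 2, 0.145), myeloid (1 and 0, 0.165), T lineage (1 and 2, 0.189), NK and innate lymphoid (1 and 2, 0.198), erythroid and megakaryocyte (1 and 0, 0.333), BMP, activin and TGF-beta signalling (3 and 2, 0.565) and stroma and endothelium (1 and 0, 0.586). For dendritic genes the median of 0.02 and for the study's receptor-ligand genes the mean of 0.08 lay above 0, while camera's direction was down (adjusted p = 0.927 and 0.985). The median of -0.14 and the mean of 0.01 differed in sign for sex-linked genes (adjusted p = 0.927). Transcripts of other cells were higher on pre-B array 2, with log2 values of 6.58 for Ngp and 8.72 for Slc4a1 against 4.49 and 4.61 on pre-B array 1. Alas2, a gene of heme synthesis, was high on both, with 9.82 and 6.88 on pre-B arrays 2 and 1 and at most 3.47 in pro-B cells, and rose by 4.91 (SE 1.26, adjusted p = 0.0299), a call that ended without pre-B array 2 (adjusted p = 0.308), pro-B array 1 (adjusted p = 0.159), pro-B array 2 (adjusted p = 0.121) or hCD25- array 1 (adjusted p = 0.0502) and with quantile normalization (adjusted p = 0.0737). In total 1757 genes were called, 1248 higher and 509 lower in pre-B cells, and the arrays did not overlap for 55.5% of all genes, where chance gives 33.3%. Quantile normalization made 53.3% of calls higher in place of 71%. The count was 2747 without hCD25+ array 1 or 2 or both (the last chosen after seeing the data), 849 without pro-B array 1, 1165 without pro-B array 2, 886 without pre-B array 1 and 569 without pre-B array 2, and a fit of these groups alone gave 2904.

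Mature B cells of the spleen were compared with pre-B cells of the marrow, so tissue and stage differ together. Genes of mature B cells were higher as a list, and genes of V(D)J recombination and of the cell cycle were lower. Cr2, the complement receptor of B cells, rose by 5.75 (SE 0.27, adjusted p = 1.11e-06) to 10.64 ± 0.07 (SD, n = 2) on the log2 scale, and Rag1 fell by 8.02 (SE 0.58, adjusted p = 1.03e-05) to 3.38 ± 0.08 (SD, n = 2). Il7r, the receptor chain for the marrow cytokine IL7, fell by 5.9 (SE 0.45, adjusted p = 1.32e-05).

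Of 19 genes for mature B cells and antigen presentation 15 were higher and 0 lower, with 18 higher adjusted over the list alone (camera adjusted p = 1.05e-28, and adjusted p = 0.00137 with an estimated correlation). The chemokine receptor genes Cxcr5 and Ccr6 rose by 4.84 (SE 0.23) and 4.3 (SE 0.35), and H2-DMb2, of the peptide-loading machinery, by 3.98 (SE 0.36). Of 27 cell cycle genes 24 were lower and 0 higher, with 26 lower adjusted over the list alone (camera adjusted p = 3.36e-38, and adjusted p = 0.0274 with an estimated correlation). Ccna2 (cyclin A2), Rrm2, a ribonucleotide reductase gene, and Bub1, a spindle checkpoint kinase gene, fell by 5.38 (SE 0.75), by 4.97 (SE 0.66) and by 4.77 (SE 0.56) respectively. These genes varied between the mature B arrays, with log2 values of 6.29 and 9.39 for Mki67. Of 12 V(D)J recombination genes 7 were lower and 0 higher, with 8 lower and 2 higher adjusted over the list alone (camera adjusted p = 7.43e-08, and adjusted p = 0.0103 with an estimated correlation). Besides Rag1, Rag2 fell by 4.36 (SE 0.43) and the ligase gene Lig4 fell by 3.88 (SE 0.27). The pre-BCR and BCR list went both ways, with 2 higher and 3 lower of 12, or 2 and 4 adjusted over the list alone (camera adjusted p = 0.0858). Its member Vpreb1 fell by 6.12 (SE 0.5) and Bank1, a B cell scaffold protein gene, rose by 2.92 (SE 0.52).

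Of 15 B-lineage transcription factors 2 were higher and 5 lower, with 3 and 8 adjusted over the list alone (camera adjusted p = 0.00026, and adjusted p = 0.193 with an estimated correlation). Myb, a progenitor factor gene, fell by 5.25 (SE 0.34) and Sox4 fell by 4.94 (SE 0.45). Of 16 immediate-early and stress genes 4 were lower and 0 higher, with 6 lower adjusted over the list alone (camera adjusted p = 5.52e-05, and adjusted p = 0.193 with an estimated correlation). Klf4, a quiescence factor gene, fell by 3.25 (SE 0.44). Of 12 interferon response genes 4 were higher and 0 lower, with 9 higher adjusted over the list alone (camera adjusted p = 3.41e-08, and adjusted p = 0.0591 with an estimated correlation). The highest of them, Ifit3, rose by 2.61 (SE 0.51, adjusted p = 0.00752), but not without pre-B array 1 (adjusted p = 0.0615), pre-B array 2 (adjusted p = 0.0624) or mature B array 2 (adjusted p = 0.0782). Genes of T cells were higher in 2 and lower in 0 of 16, with 4 higher adjusted over the list alone (camera adjusted p = 5.12e-05, and adjusted p = 0.0905 with an estimated correlation), and of 19 NK and innate lymphoid genes 4 were higher and 0 lower, also adjusted over the list alone (camera adjusted p = 0.000695, and adjusted p = 0.0828 with an estimated correlation). Cd3d, a T cell receptor chain gene, rose by 2.1 (SE 0.3, adjusted p = 0.000884) to 5.52 ± 0.49 (SD, n = 2) and Gzma, a granzyme gene of killer cells, rose by 2.44 (SE 0.35, adjusted p = 0.000961) to 6.71 ± 0.03 (SD, n = 2). The dendritic list had 3 higher of 14 and 0 lower, or 3 and 1 adjusted over the list alone (camera adjusted p = 0.0122, and adjusted p = 0.0984 with an estimated correlation). Tlr7, a receptor for single-stranded RNA that B cells also express, rose by 3.58 (SE 0.41). Of 18 chemokine receptor and adhesion genes 4 were higher and 1 lower, with 7 and 2 adjusted over the list alone (camera adjusted p = 0.00334, and adjusted p = 0.0984 with an estimated correlation), and Itgal, an integrin of leukocytes, rose by 2.85 (SE 0.25). The NK, dendritic and adhesion calls ended with dim genes left out (adjusted p = 0.0582, 0.0899 and 0.173).

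The receptor-ligand genes that the study chose, which are not independent evidence of their direction, had 3 higher and 0 lower of 22, or 4 and 1 adjusted over the list alone (camera adjusted p = 0.00862, and adjusted p = 0.0825 with an estimated correlation). Lta, the lymphotoxin alpha gene, rose by 3.54 (SE 0.36, adjusted p = 7.28e-05), from a mean intensity of 13.8 ± 3.28 (SD, n = 2) to 159 ± 11.1 (SD, n = 2), and Itgb7, an integrin of gut homing, rose by 3.04 (SE 0.43, adjusted p = 0.000739), from 81 ± 8.35 to 667 ± 26.2. Bcl2 rose by 3.49 (SE 0.27, adjusted p = 1.32e-05), within a list of apoptosis regulators that was not called (camera adjusted p = 0.123). Jchain rose by 6.71 (SE 0.63, adjusted p = 3.92e-05), with 9.05 and 11.84 on the mature B arrays. Mature B array 2 also carried erythroid transcripts, with log2 values of 11.14 for Slc4a1 and 11.68 for Alas2 against 4.79 and 6.63 on array 1. The mean fell below and the median above 0 for lymphoid progenitor genes (-0.62 and 0.24), and the reverse held for myeloid genes (0.16 and -0.18), lists that were not called (camera adjusted p = 0.51 and 0.427). The camera adjusted p-values of the lists left were 0.814 for immunoglobulin and plasma cell, 0.761 for stem and multipotent progenitor, 0.646 for erythroid and megakaryocyte, 0.512 for stroma and endothelium, 0.927 for BMP, activin and TGF-beta signalling and 0.512 for sex-linked genes. In total 1204 genes were called, 496 higher and 708 lower, and the arrays did not overlap for 45.9% of all genes, where chance gives 33.3%. The count was 650 without pre-B array 1, 701 without pre-B array 2 and 767 without mature B array 2.

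Pro-B cells were compared with hCD25- CLP as well, to give the reference against which the hCD25+ subset can be placed. As against hCD25+ CLP, the list of pre-BCR and BCR signalling was higher in pro-B cells and the progenitor lists were lower, and here these calls stayed with an estimated correlation. Igll1 rose by 6.98 (SE 0.36, adjusted p = 1.41e-06), Jchain by 7.99 (SE 0.57, adjusted p = 9.86e-06) and Igha by 7.92 (SE 0.41, adjusted p = 1.41e-06). Cd34 fell by 6.08 (SE 0.71, adjusted p = 0.000226), and Mpeg1, a pore protein gene of macrophages and other cells, fell by 6.28 (SE 0.35, adjusted p = 1.96e-06).

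Of 12 pre-BCR and BCR genes 7 were higher and 0 lower, also adjusted over the list alone (camera adjusted p = 6.87e-08, and adjusted p = 0.0106 with an estimated correlation). Cd22 rose by 4.14 (SE 0.37) and Vpreb1 by 3.98 (SE 0.45). Of 15 B-lineage transcription factors 4 were higher and 1 lower, with 7 and 3 adjusted over the list alone (camera adjusted p = 0.00454, and adjusted p = 0.25 with an estimated correlation). Pou2af1 rose by 5.6 (SE 0.55), Lef1 by 3.51 (SE 0.27) and Irf4 by 3.15 (SE 0.41). Of 27 cell cycle genes 14 were higher and 0 lower, with 16 higher adjusted over the list alone (camera adjusted p = 1.49e-09, and adjusted p = 0.126 with an estimated correlation), led by Plk1, which rose by 3.26 (SE 0.25). The mature B and antigen presentation list had 4 higher and 0 lower of 19, or 4 and 1 adjusted over the list alone, and its camera call (adjusted p = 0.0116, and adjusted p = 0.117 with an estimated correlation) ended without pro-B array 2 (adjusted p = 0.0811) and with dim genes left out (adjusted p = 0.0516). Ms4a1, the CD20 gene, rose by 3.4 (SE 0.27, adjusted p = 1.48e-05).

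Of 16 stem and multipotent progenitor genes 10 were lower and 0 higher, with 12 lower adjusted over the list alone (camera adjusted p = 4.69e-13, and adjusted p = 0.0127 with an estimated correlation), and Flt3 fell by 4.65 (SE 0.29). Of 13 lymphoid progenitor genes 8 were lower and 0 higher, with 9 lower adjusted over the list alone (camera adjusted p = 2.63e-09, and adjusted p = 0.0106 with an estimated correlation), and Ccr9 fell by 5.32 (SE 0.23). Lower lists also included immediate-early and stress genes (9 of 16, and 13 adjusted over the list alone, camera adjusted p = 1e-08, and adjusted p = 0.112 with an estimated correlation), interferon response genes (7 of 12, and 8 adjusted over the list alone, camera adjusted p = 2e-04, and adjusted p = 0.112 with an estimated correlation, with 0.0927 at the preset correlation with dim genes left out) and myeloid genes (5 of 19, and 7 adjusted over the list alone, camera adjusted p = 0.000638, and adjusted p = 0.2 with an estimated correlation), with 0 higher members each. In these lists Socs3 had no part, although this inhibitor of cytokine signalling had the lowest change and fell by 6.48 (SE 0.77, adjusted p = 0.000254). Fos fell by 2.71 (SE 0.37), Oasl2 fell by 3.27 (SE 0.28) and Mpo fell by 5.23 (SE 0.47). Of 19 NK and innate lymphoid genes 5 were lower and 0 higher, with 6 lower adjusted over the list alone (camera adjusted p = 0.00571, and adjusted p = 0.112 with an estimated correlation), among them Klrd1, a receptor gene of NK cells, which fell by 4.24 (SE 0.71, adjusted p = 0.00244).

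Of 11 apoptosis regulators 4 were lower and 0 higher, also adjusted over the list alone (camera adjusted p = 0.0276, and adjusted p = 0.112 with an estimated correlation), and the camera call ended without either hCD25+ array (adjusted p = 0.0538), in a fit of these groups alone (adjusted p = 0.0779) and with the mean of probe sets (adjusted p = 0.0506). Bcl2 fell by 3 (SE 0.24), whereas probe sets of Mcl1 disagreed, with -1.46 for the one used and 1.19 for another. The list for BMP, activin and TGF-beta signalling had 1 higher and 4 lower of 21, or 1 and 7 adjusted over the list alone (camera adjusted p = 0.0276, and adjusted p = 0.126 with an estimated correlation), and it was not called without either hCD25+ array (adjusted p = 0.052), in a fit of these groups alone (adjusted p = 0.0564) or with dim genes left out (adjusted p = 0.117). Id3, a target of these signals, rose by 3.65 (SE 0.45) and the receptor gene Bmpr2 fell by 2.08 (SE 0.28). Of 18 chemokine receptor and adhesion genes 3 were lower and 0 higher, with 7 and 2 adjusted over the list alone (camera adjusted p = 0.0218, and adjusted p = 0.141 with an estimated correlation), a call that ended without hCD25- array 3 (adjusted p = 0.0553) and with dim genes left out (adjusted p = 0.0647). The receptor-ligand genes chosen by the study, again no independent evidence, had 3 lower and 0 higher of 22, also adjusted over the list alone (camera adjusted p = 0.0292, and adjusted p = 0.112 with an estimated correlation), a call that ended with quantile normalization (adjusted p = 0.058), in a fit of these groups alone (adjusted p = 0.0533) and with dim genes left out (adjusted p = 0.148). The sex-linked list had 3 lower and 0 higher of 4, also adjusted over the list alone (camera adjusted p = 0.00301, and adjusted p = 0.112 with an estimated correlation): the Y-linked gene Eif2s3y fell by 5.08 (SE 0.47, adjusted p = 4.3e-05), with 7.81 ± 0.1 (SD, n = 3) in hCD25- CLP and 2.73 ± 0.12 (SD, n = 2) in pro-B cells. Kdm5d, also Y-linked, had 5.88, 6.19 and 5.65 on the hCD25- arrays and 2.49 and 2.72 on the pro-B arrays. Both were about as low in pre-B and mature B cells, while Xist, a transcript of female cells, had at least 7.58 on every array. Donor sex may thus differ between CLP and later stages, and it cannot be told apart from stage in these comparisons.

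In total 2209 genes were called between pro-B cells and hCD25- CLP, 899 higher and 1310 lower, and the arrays did not overlap for 40.2% of all genes, where chance gives 20%. The count was 1291 without hCD25- array 1, 1275 without hCD25- array 2, 958 without pro-B array 1 and 1344 without pro-B array 2. With hCD25+ array 1 counted as hCD25-, 52.8% of calls were higher in place of 40.7%, and the calls of Cd34 (adjusted p = 0.0732), Pou2af1 (0.07), Vpreb1 (0.0954), Oasl2 (0.132) and Klrd1 (0.179) were among those that ended. T lineage genes were not called (camera adjusted p = 0.947), and their median of -0.08 and mean of 0.01 differed in sign. Nor were V(D)J recombination (camera adjusted p = 0.696), immunoglobulin and plasma cell (0.0735), dendritic (0.0735), erythroid and megakaryocyte (0.435) and stroma and endothelium genes (0.645). The log2 difference between 3-prime and 5-prime control probe sets of Actb was 5.45, 5.72 and 3.37 on the hCD25- arrays. It was 3.23 and 2.18 on the pro-B arrays. For Gapdh the values overlapped, with 3.7, 4.02 and 2.64 against 2.72 and 1.82. An effect of 3-prime bias on this comparison was not tested.

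**Figure D3:**
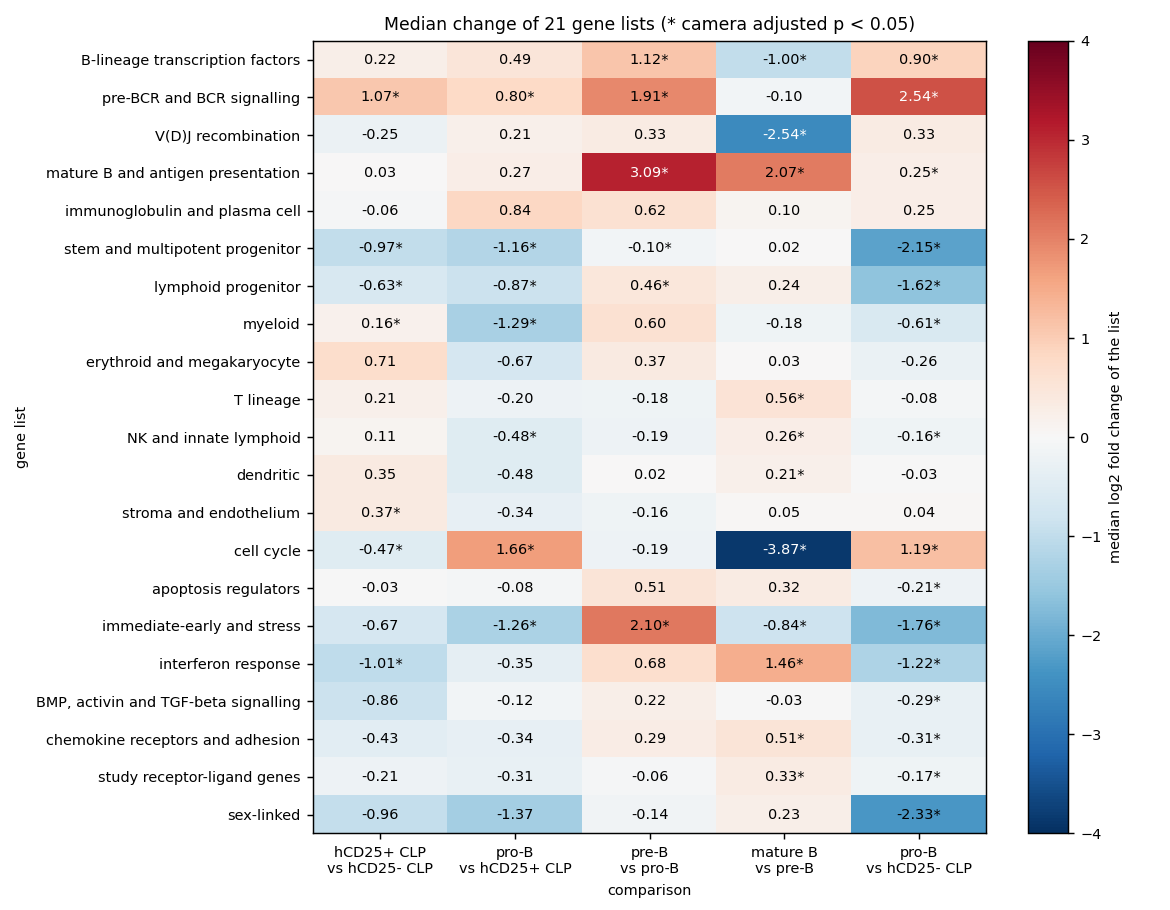
Median log2 fold change of the measured genes of 21 lists (vertical axis) in the 5 comparisons (horizontal axis), as colour and number, with a star where camera at the preset correlation gave an adjusted p under 0.05. The cell cycle list had 1.66 in pro-B cells against hCD25+ CLP and -3.87 in mature B against pre-B cells.

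The changes of hCD25+ CLP and of pro-B cells, both against hCD25- CLP, were then set against each other to place the hCD25+ subset. Across 18193 genes, which are not independent replicates, they correlated with r = 0.3, while unchanged groups against the same controls gave a median of 0.15 and at most 0.18 in 100 simulations. The covariance was 0.181 against a simulated median of 0.0418, a difference of 0.139. Among the genes called in both, 46 were higher in both, where independent lists would share 51, and 611 were lower in both, where independent lists would share 186. The simulations with unchanged groups shared a median of 0 in each direction. The difference in covariance leaves out what the shared controls add, but since the 3 control arrays cannot be parted into pairs, part of the overlap beyond independent lists may come from them. Igll1, Pou2af1 and Tmem255a were among the genes with the highest changes in both comparisons, and Ccr9, Cd34 and Slc35d3 among those with the lowest.

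Most receptor genes that the study followed had mean intensities under 100 in every group here, and Cxcr4, Itga4 and Itgb2 were among those that reached 100 in several. Cxcr4, a chemokine receptor gene of the marrow niche, had 175 ± 20 (SD, n = 3) in hCD25- CLP, 320 ± 330 (SD, n = 2) in hCD25+ CLP, 187 in pro-B, 764 in pre-B and 387 in mature B cells. Itga4, an integrin gene of homing cells, lay between 550 in pro-B and 892 in mature B cells, with 711 in hCD25- and 804 in hCD25+ CLP and 690 in pre-B cells. Itgb2, the shared chain of leukocyte integrins, had 157 in hCD25- CLP, 80.2 in hCD25+ CLP, 165 in pro-B, 386 in pre-B and 907 in mature B cells. Ccr9 had 381 ± 45 (SD, n = 3) in hCD25- CLP and 22 ± 2.7 (SD, n = 2) in hCD25+ CLP, and at most 12.7 in later stages.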

Values the study reported

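The study listed mean intensities of receptor genes for each hematopoietic population, after normalizing arrays of several series together. For common lymphoid progenitors it listed 2121 for Cxcr4, 1982 for Itga4 and 443 for Ccr9. For pro-B cells it listed 702 for Cxcr4, 413 for Itga4 and 4429 for Itgb2. For pre-B cells the values were 1526 for Cxcr4, 199 for Itga4 and 1438 for Itgb2. For mature B cells the study gave 1275 for Cxcr4, 1640 for Itga4, 1781 for Itgb2 and 942 for Itgb7.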

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

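The fit without both hCD25+ arrays was chosen only after the results were seen. Counts of called genes kept within 1.5 times their value under a replicate block, median centring, the mean of probe sets, robust moderation with a trend, a fold of at least 2 and unadjusted p under 0.01. The fold limit gave 2656, 3116, 1694, 1186 and 1969 genes for hCD25+ against hCD25- CLP, pro-B against hCD25+ CLP, pre-B against pro-B, mature B against pre-B and pro-B against hCD25- CLP, and unadjusted p gave 3619, 3614, 2204, 1643 and 2545.

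For hCD25+ against hCD25- CLP the count of 3608 became 1065 with only these groups in the fit, 1905 with quantile normalization, 2283 with dim genes left out (fewer genes tested), 6002 with every probe set on its own (more tested), 1061 with array weights, which gave each hCD25+ array 0.289, and 369 with the array of both hCD25 signs counted as hCD25-. For pro-B against hCD25+ CLP 719 were called with only these groups, 6453 with every probe set, 1513 with array weights and 1191 with the array relabelled. For pre-B against pro-B the counts were 2904 with only these groups, 2639 with every probe set, 3317 with array weights and 2747 without both hCD25+ arrays. Array weights gave 2040 for mature B against pre-B and 3837 for pro-B against hCD25- CLP, where every probe set gave 3534. Fits without the hCD25+ arrays or with little weight on them pool a lower spread, since these arrays had a median SD of 0.38. For the other changed counts the cause was not tested.

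With 1 array left out at a time, which assumes that a lone array varies like the other groups, the counts ranged from 1497 to 5373 for hCD25+ against hCD25- CLP, from 1696 to 5561 for pro-B against hCD25+ CLP, from 569 to 2747 for pre-B against pro-B, from 650 to 1778 for mature B against pre-B and from 958 to 3264 for pro-B against hCD25- CLP. Called lists for hCD25+ against hCD25- CLP ranged from 4 to 11, and the correlation with the pro-B changes from 0.23 to 0.38.

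Called lists for hCD25+ against hCD25- CLP fell from 7 to 3 with quantile normalization and to 0 with an estimated correlation. With an estimated correlation 0 of 7 lists stayed for pro-B against hCD25+ CLP, 2 of 6 for pre-B against pro-B, 3 of 11 for mature B against pre-B and 3 of 15 for pro-B against hCD25- CLP. With dim genes left out 7 lists stayed for mature B against pre-B and 9 for pro-B against hCD25- CLP, where lists lose members.

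Directions turned in few cases, and the cause was not tested. The cell cycle list in hCD25+ against hCD25- CLP turned with dim genes left out (adjusted p = 0.585). The mean of probe sets turned Uty in that comparison to 0.07 and Ighm in pre-B against pro-B to -2.56. With the array of both signs relabelled, Icam2 turned to 0.1 and Ttk to 0.16 in hCD25+ against hCD25- CLP. Of the called named genes 0 of 74 kept the call in every alternative for hCD25+ against hCD25- CLP, 32 of 83 for pro-B against hCD25+ CLP, 39 of 70 for pre-B against pro-B, 53 of 74 for mature B against pre-B and 48 of 87 for pro-B against hCD25- CLP. Named genes kept direction and side in 4175 results with an array left out and lost the call in 484, and in the other alternatives kept it in 4274 and lost it in 420. Lists kept theirs in 1108 and 789.

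A replicate block, tried since arrays carry numbers, gave 3187, 3415, 1717, 1204 and 2139 genes in the order above. With the block, camera did not call chemokine receptors and adhesion in pro-B against hCD25- CLP (adjusted p = 0.064) nor lymphoid progenitor genes in pre-B against pro-B (adjusted p = 0.0568). The numbers gave little sign of pairing for most groups: across 10 pairs of groups 2 of 14 correlations between arrays of the same number passed 0.1, with values from -0.13 to 0.29. The highest was that of pre-B with mature B cells. In these groups and in hCD25+ CLP the erythroid gene Slc4a1 was higher on array 2 than on array 1. A shared source of arrays of the same number thus stays open for pre-B and mature B cells. The number of arrays limits the precision, and 2 arrays per group cannot tell a rare outlier from spread. Signal over background limits dim genes, whose values lie near the floor and hide lower levels.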

Other observations

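Several transcripts peaked in pre-B cells among the groups measured. Reln, which encodes an extracellular matrix protein better known from neurons, rose by 5.28 (SE 0.34, adjusted p = 8.35e-06) from pro-B to pre-B cells and fell by 5.28 (SE 0.34, adjusted p = 5.5e-06) to mature B cells. Sertad4 rose by 5.22 (SE 0.29) and then fell by 5.49 (SE 0.29). Vpreb3, which binds newly made immunoglobulin chains, rose by 2.79 (SE 0.36) and fell by 2.98 (SE 0.36), and the ligase gene Lig4 rose by 2.11 (SE 0.27) and fell by 3.88 (SE 0.27). Dtx1, a regulator of Notch signalling, rose at both steps, by 3.13 (SE 0.38) and 2.7 (SE 0.38).

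Some of the genes with the lowest changes in hCD25+ against hCD25- CLP act on prostaglandins, picked from these genes after the fact and with no list of the pathway tested. Pla2g4a, the phospholipase that releases arachidonic acid, fell by 3.32 (SE 0.53, adjusted p = 0.00261), beside the prostaglandin E receptor genes Ptger2 and Ptger3, which fell by 3.29 and 3.54. Gfra2, a receptor gene for neurotrophic ligands, rose by 4.09 (SE 0.87, adjusted p = 0.00955).

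Of the tests below, the test of transcript loss on both patterns, the test of 3-prime bias and the Jchain test were chosen only after the result was seen, as were the use of the overlap beside the covariance and the reasons against the bounds that were met. The comparison of hCD25+ and hCD25- CLP gave more called genes than the comparisons of later stages, most of them lower, while B-lineage receptor genes were higher. The order of the counts turned with only the compared groups in the fit (1065 against 2904 for pre-B against pro-B and 1767 for mature B against pre-B) and with array weights (1061 against 3317 and 2040), so it rests on the pooled spread. A loss of transcripts on the hCD25+ arrays stays open for the lower genes: with a median of -1.36 they had a median of -0.39 in pro-B cells against the same controls, but they were picked for being lower in hCD25+ CLP, so a smaller change elsewhere decides nothing. For the receptor genes a general loss would lower transcripts. The pre-BCR and BCR list had 5 higher genes and 1 lower of 12, with a median change of 1.07 against -0.02 for all genes. These values argue against a general loss as the source of the 5 rises. Quantile normalization called 991 genes lower in place of 2579 and ended the camera call of a list that was higher, stroma and endothelium (adjusted p = 0.256). It left the pre-BCR and BCR list called (camera adjusted p = 0.000128) and Igll1 6.01 higher. The normalization decides nothing by itself, since the step also raises the bright genes of arrays that have few of them, and Igll1 was 5.61 higher before it. On the deposited scale the list was not called by camera with an estimated correlation (adjusted p = 0.199). The doubtful label of hCD25+ array 1 stays open as well. Without this array 3769 genes were called, above 2747 in the later stages, which met the bound set beforehand. That count decides nothing, since the lone array left borrows the spread of tighter groups. Counting array 1 as hCD25- ended the named calls. This decides nothing either, since those genes were picked with array 1 as hCD25+. Igll1 had log2 values of 11.22 and 10.64 on hCD25+ arrays 1 and 2 and at most 5.56 on the hCD25- arrays. Ccr9 had 4.33 and 4.58 against at least 8.37. For these genes array 1 was like array 2, but they are among the largest changes. Across all genes array 1 correlated with array 2 at 0.902 and with the hCD25- arrays at 0.898 to 0.902. For 3-prime bias the mean 3-prime minus 5-prime value of hCD25+ CLP differed from that of hCD25- CLP by -0.86 for Actb, against an SD of 1.45 between arrays. For Gapdh the difference was -0.06 against an SD of 0.86. Neither lies in the direction of stronger bias, but both lie within the spread, so the test cannot decide. The bound set for the test was met, but it took no account of this spread. A move of hCD25+ CLP towards the pro-B pattern stays open. The covariance was 0.181 against at most 0.0479 in simulations, which met the bound set beforehand. In both comparisons 46 genes were higher, where independent lists share 51. That count cannot decide against such a move, since only 89 of the 1029 genes higher in hCD25+ CLP reached an intensity of 100. The overlap beyond independent lists lies in the 611 lower genes. Part of that overlap may come from the shared controls or from a loss of transcripts. A loss of transcripts particular to the biology of hCD25+ CLP was not tested.

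Of 9 neutrophil genes looked at first, S100a8, S100a9, Ngp, Camp, Ltf and Chil3 were called higher in hCD25+ CLP, and Lyz2, Csf3r and Itgam were not. Each of those called changed by at least 2.8 (Ltf) and the median of all 9 was 3.37, where the 99th percentile of 4398 equally dim genes was 1.32. The 9 were chosen after values were seen, and Ngp, S100a8, S100a9, Camp and Chil3 were among the 10 highest changes. Passing that percentile was thus largely fixed in advance and decides nothing about a raised floor of dim genes. The levels say more. The called genes among the 9 had log2 values from 5.18 (Ltf) to 10.01 (Ngp) on the hCD25+ arrays, whose medians were 4.17 and 4.16. Itgam stayed at 2.65 and 2.89 there. These levels argue against a raised floor for the called genes among the 9. For the further neutrophil genes with smaller rises it stays open. RNA of neutrophils or their precursors stays open: of 16 measured neutrophil genes not looked at before, 5 or 31.2% were called higher with a median of 0.58, between the bounds set beforehand, and Mmp8 (-0.17) and Lcn2 (0.91) were not called. Ltb4r1, another of the 16, was lower in hCD25+ CLP (-1.65, adjusted p = 0.00521). The sort gate excludes cells with lineage markers. Expression of granule genes by hCD25+ CLP themselves was not tested.

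Jchain and switched immunoglobulin genes were high in both pro-B arrays and low in pre-B cells. Cross-hybridization between heavy chain genes does not account for Jchain, which is no heavy chain gene and was 7.61 higher in pro-B cells, while it stays open for Igha and Ighg3. Plasma cells among the sorted pro-B cells cannot be told apart from expression in pro-B cells: of 16 plasma cell genes not looked at before, 2 or 12.5% were called higher, with a median of -0.7. That value met the bound that was set beforehand against plasma cells, but the bound was judged wrong after the value was seen, since 10 of the 16 genes already reached an intensity of 100 in pre-B cells, so a small share of plasma cells would not show in them. Of the 6 dimmer genes 1 was called higher, with a median of 0.32 and an SD of 1.01, which does not pass the bound by more than this spread. Prdm1, a plasma cell factor gene, was near the floor in pro-B cells and 1.5 higher in pre-B cells (SE 0.31, adjusted p = 0.0102), which goes against plasma cells without deciding it. Sdc1 was 0.83 higher in pre-B cells without passing the test (adjusted p = 0.336). With log2 values of 7.77 and 7.6 in pre-B cells it was bright already, so a small share of plasma cells would not show in it either. Expression by pro-B cells was not tested.

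Some receptor intensities differed from those listed by the study. It took its hematopoietic data from several series, this one among them, so its values may come partly from these same arrays. The series were normalized together, and its pro-B cells are described by another gate, which used B220 and CD43 and not AA4.1. Values here are those of the probe set with the highest mean, of 5 for Itga4, and the probe set behind the study's values is not known here. Its common lymphoid progenitors are described without Flt3 and without a split by hCD25, so as described the groups compared are not alike. Cxcr4 had 175 in hCD25- CLP, 320 in hCD25+ CLP, 187 in pro-B, 764 in pre-B and 387 in mature B cells. Each lies below the value the study listed for the population of the same name. Itga4 had 711 in hCD25- and 804 in hCD25+ CLP. The study listed a higher value for its own common lymphoid progenitors. In later stages Itga4 had 690 in pre-B and 892 in mature B cells. The study listed a lower value for pre-B cells and a higher value for mature B cells. In pro-B cells Itga4 had 550, and the study listed a somewhat lower value. Ccr9 had 22 in hCD25+ CLP. The study's value for the whole progenitor population is higher, and hCD25- CLP lie near it. In pro-B cells Ccr9 had 9.55 and Itgb7 had 34.5, and the study listed far higher values for both. Itgb2 had 165 in pro-B, 386 in pre-B and 907 in mature B cells. The study listed higher values for each of these stages.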
